# Toll‐like receptor 9 signaling in chronic lymphocytic leukemia cell lines

**DOI:** 10.1002/2211-5463.13726

**Published:** 2023-11-08

**Authors:** Miriam Meloni, Ilenia Sana, Maria Elena Mantione, Michela Riba, Marta Muzio

**Keywords:** cell line, chronic lymphocytic leukemia, CpG, NFKBIZ, Toll‐like receptor 9

## Abstract

Chronic lymphocytic leukemia (CLL) is a prototypic neoplasia in which malignant cells strongly depend on microenvironmental stimulations in the lymphoid tissues where they accumulate; leukemic cells are exposed to interaction with bystander and accessory cells, as well as inflammatory soluble mediators. Cell lines are frequently used to model the pathobiology of this disease; however, they do not always recapitulate leukemic cell growth and response to stimulation, and no data are available on Toll‐like receptors (TLR) signaling in CLL cell lines. To address this gap, we analyzed HG3, MEC2, and PCL12 cell lines, before and after CpG stimulation, by RNA‐sequencing followed by bioinformatic analyses and validation experiments. We identified NFKBIZ mRNA and the corresponding IkBz protein as robust markers of TLR9 activation in both MEC2 and PCL12, but not in HG3 cells. Next, we compared our current results with previous results obtained with primary CLL patient samples and were able to conclude that MEC2 is most similar to the patients' cells in terms of global responsiveness to TLR stimulation; in particular, MEC2 better resembles the samples of patients, as it is characterized by high expression levels of IkBz, but with a lower number of genes regulated.

**Abbreviations**
BcR: B‐cell receptor
CLL: chronic lymphocytic leukemia
DEGs: differentially expressed genes
FC: fold change
FDR: false discovery rate
GSEA: gene set enrichment analysis
IGHV: immunoglobulin heavy variable
NES: Normalized Enrichment Score
TLR: Toll‐Like receptor

Monoclonal malignant B‐lymphocytes accumulate in the peripheral blood, bone marrow, and secondary lymphoid organs of patients with chronic lymphocytic leukemia (CLL). These cells maintain several features of normal B‐lymphocytes, including the expression of a clonotypic B‐cell Receptor (BcR) and of distinct innate immune Toll‐like receptors (TLR) [1]. On the contrary, CLL cells invariably express on their surface CD5, a prototypic T‐cell specific protein ‘aberrantly’ expressed by leukemic cells and representing a diagnostic marker together with CD19, CD20, and CD23 [2]. CLL accounts for 1% of all new cancer cases, and it is one of the most common adult leukemia affecting mainly the elderly with an average age at first diagnosis of 70 years (SEER Cancer stat facts; https://seer.cancer.gov/statfacts/html/clyl.html). Despite significant progress in the identification and optimization of novel treatment strategies, profound responses can be obtained in a minority of patients, and novel approaches as well as model systems are urgently needed.

Chronic lymphocytic leukemia is a very heterogeneous disease where distinct prognostic factors have been identified, including specific genetic abnormalities [1]; moreover, the somatic hypermutation status of the immunoglobulin heavy variable (IGHV) genes within the leukemic cells helps to refine risk stratification of the patients [3, 4]. Notably, CLL is a prototypic microenvironment‐dependent tumor where leukemic cells co‐evolve with accessory cells into an inflammatory milieu [5]; among several cytokine receptors, TLRs have been implicated in cell proliferation and survival in human primary cells and samples (6, 7, 8, 9, 10, 11) but not in a transgenic mouse model of leukemia [12]. Previous studies demonstrated the correlation between the induction of the atypical transcription factor IkBz, mediated by TLR9 stimulation, and a more active cellular response; accordingly, patients' samples were classified as IkBz‐low or IkBz‐high that show increased metabolic activity and resistance to chemotherapy [13]. This highlights the need for careful characterization of this signaling framework in primary leukemic cells as well as in human cell lines.

Cell lines are frequently used to model the pathobiology of tumors, including leukemia and lymphoma. However, CLL is somewhat an exception as few cell lines have been stabilized and characterized likely due to the intrinsic difficulty to immortalize circulating malignant cells. Among them, MEC1/MEC2, PCL12, and HG3 are the most frequently used; they express a clonotypic BcR bearing either mutated (MEC1 and MEC2) or unmutated (PCL12 and HG3) IGHV genes, thus representing the two different subgroups of CLL cases. CD5 can be expressed by HG3 and PCL12, but it decreases over prolonged *in vitro* culture; CD19 and CD20 are expressed in all the three cell lines, while CD23 is expressed at lower levels in MEC2 as compared to HG3 and PCL12 [14, 15, 16, 17]. Overall, these data suggest that CLL cell lines are useful preclinical models even if they are not identical to their primary counterpart. Accordingly, they have been widely used for drug response as well as for BcR signaling studies [16, 17, 18]. However, no data are available on their TLR‐mediated signaling capabilities as compared to primary leukemic cells. To address this issue, we analyzed the transcriptomes of these three different cell lines treated *in vitro* with CpG, and we compared their gene expression profiles with that of primary CLL cells previously analyzed [19].

## Methods

### Cell culture and treatment

The EBV‐positive MEC1, MEC2, PCL12, and HG3 cell lines were purchased from DMSZ and cultured with RPMI medium (Gibco, Waltham, MA, USA) supplemented with 10% heat‐inactivated FBS (Gibco) and Penicillin/Streptomycin (100 U·mL^−1^; Invitrogen, Waltham, MA, USA). ODN‐2006 CpG‐class B oligonucleotide specific for human TLR9 (InvivoGen, San Diego, CA, USA) was added to the cells at a final concentration of 2.5 μg·mL^−1^ as previously described for primary CLL cells [13].

### RNA‐sequencing and analysis

Total RNA was extracted from unstimulated or stimulated MEC2, PCL12, and HG3 cells (4 h with CpG) using the Qiagen RNA extraction kit (Hilden, Germany). The library was prepared using a stranded reverse protocol. Libraries have been checked using Qubit (fluorimeter) and Bioanalyzer (capillary electrophoresis). Sequencing was performed using Illumina Novaseq S2 XP, 1 × 100 nt, single read (Illumina, San Diego, CA, USA). Both library preparation and RNA‐sequencing were performed in the Genomics Laboratory of the Center for Omics Science (COSR), San Raffaele Hospital, Milano, Italy. The trimmed sequences obtained were aligned to the human ‘Hg38’ genome. RNA‐seq raw data have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GSE233595.

Putative differentially expressed genes (DEGs) between CpG‐stimulated and unstimulated samples were selected using limma [21]. Genes are indicated as ‘Differentially Expressed Genes’ (DEGs) if they satisfy both the following conditions: nominal *P* value < 0.01 and |Log_2_FoldChange| ≥ 1 (|Log_2_FC|).

Volcano plots were prepared using the ggplot2 package r (https://CRAN.R‐project.org/package=ggplot2).

### Real‐time PCR

Total RNA was extracted from unstimulated or stimulated cells (4 and 24 h with CpG) using the RNeasy Plus Mini kit (Qiagen) and was quantified with nanodrop, and 1 μg was retro‐transcribed with iScript Advanced cDNA Synthesis kit (Bio‐Rad, Segrate, Italy).

cDNA was used as template for real‐time PCR using CFX Connect Real‐Time PCR Detection System (Bio‐Rad) with the Probe protocol and the following probes:

Probe NFKBIZ (qHsaCEP0052487; Bio‐Rad).
Probe IL6 (Hs00985639m1; Thermo Fisher Scientific, Waltham, MA, USA).
Probe β‐Actin (qHsaCEP0036280; Bio‐Rad).
Probe TBP (qHsaCIP0036255; Bio‐Rad).

Relative mRNA expression levels of NFKBIZ and IL6 were calculated using the $2^{-\Delta \Delta C_{t}}$ and $2^{-\Delta C_{t}}$ methods, respectively, with β‐Actin and TBP as endogenous reference genes.

Statistical analysis was performed with prism Software (graphpad prism 10 Software, Boston, MA, USA) as indicated in each figure legend.

### Western blot

One million cells were lysed in 60 μL of RIPA buffer and centrifuged, and the supernatant was added to reducing agent and loading buffer; after boiling, the samples were loaded onto an SDS/PAGE gel (precast gels 4–12% acrylamide; Invitrogen), run, and immobilized onto a nitrocellulose membrane (The Trans‐Blot Turbo Transfer System). Anti‐IkBz antibody #9244 (Cell Signaling Technology), anti‐phospho‐ERK1/2, p44/42 MAPK #9104 (Cell Signaling Technology, Danvers, MA, USA), and anti‐ERK1/2, p44/42 MAPK SC‐514302 (Santa Cruz Biotechnology, Dallas, TX, USA) were added to the membranes; after addition of the secondary HRP‐conjugated antibody A0545 (Sigma‐Aldrich, Schnellendorf, Germany) or and anti β‐Actin antibody HRP‐conjugated, 8H10D10 (Cell Signaling Technology), and the ECL detection reagent, the images were acquired with the ChemiDoc MP Imaging System (Bio‐Rad).

Densitometric analysis was performed utilizing the image lab software (Bio‐Rad). Statistical analysis was performed with prism Software (graphpad prism 10 Software) as indicated in each figure legend.

## Results and Discussion

### Transcriptome analysis of chronic lymphocytic leukemia cell lines

To explore TLR9‐mediated signaling pathways in CLL cell lines, we performed a transcriptome analysis, including coding and noncoding RNAs in HG3, MEC2, and PCL12 cells treated *in vitro* with the immunostimulatory TLR9 agonist ODN‐2006, a class B unmethylated CpG oligonucleotide specific for human cells. 

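HG3, MEC2 and PCL12 are EBV-positive CLL cell lines, with IGHV genes that the paper describes as mutated in MEC2 and unmutated in HG3 and PCL12. ODN-2006 is a synthetic oligonucleotide whose unmethylated CpG motifs activate TLR9, an endosomal receptor for DNA. It was used at 2.5 μg·mL−1 for 4 h, and 3 CpG-stimulated and 3 unstimulated samples of each cell line were sequenced, which gave 18 libraries in 6 groups. The authors deposited the number of reads counted on each of 56609 gene symbols in each library, without normalization. The methods name a stranded reverse protocol, trimmed reads and alignment to the human genome, and the text of the paper does not name the aligner, the counting program, the gene annotation or the handling of duplicate reads. For the kits, the paper and the sample labels differ: the paper names a Qiagen kit for the RNA, and the labels name a Promega kit for the RNA and a Lexogen QuantSeq kit for the libraries. In HG3, the total count per library lay between 33242304 and 38433418 (median 33513420) after CpG and between 21228773 and 46642886 (median 41240644) without it. In MEC2, the totals ran from 20382943 to 43683251 (median 33607957) after CpG and from 23586794 to 35101314 (median 34766902) in unstimulated cells. The PCL12 libraries held 21754658 to 67308932 counts (median 37159607) after CpG and 25339196 to 42127737 (median 31036376) without stimulation. A count of 0 allows up to 3 counts, which is a level of 0.0429 to 0.155 CPM (counts scaled to the size of each library) depending on the library. Such limits cover counting error only, since copies made by PCR were counted as separate reads where they were not removed. A fold given as at least sets the mean of the other group over this limit, without the error of that mean. The 31872 genes with at least 10 counts summed over the 18 libraries were tested, out of 42248 with at least 1 count. Library sizes were scaled with TMM factors, and the CpG-stimulated and unstimulated groups of each cell line were compared by edgeR's quasi-likelihood test in one fit of all 6 groups, with 12 residual degrees of freedom. The low-count filter, the scaling, the test, the shared fit and the absence of a replicate term are choices that could change the numbers. No pair of replicates had identical counts, and the counts of each pair differed by more than sampling noise, with a chi-square of 18.1 to 442 per gene. Mitochondrial genes took 20.2% of the counts in unstimulated HG3 replicate 2 and 19.7% in CpG-stimulated MEC2 replicate 2, against 2.82% to 9.28% in the other libraries. The PCL12 libraries of replicates 2 and 3 held transcripts of MEC2: 36 genes abundant in MEC2 and low in PCL12 replicate 1 stood at a median of 29.3% to 30.9% of their MEC2 level there, and at 1.43% or less in replicate 1, by which they had been selected.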

Four hours after incubation, the cells were washed and pelleted and the RNA was purified for sequencing.

Heat map shows the clustered expression values of 50 DEGs between CpG‐treated and untreated cell lines (Fig. 1A); this clustering suggests that HG3 cell line is quite distant from the other two and that a limited number of genes are differentially expressed in stimulated vs unstimulated samples in all the three cell lines.

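Distances between the cell lines were taken as Euclidean distances on log2 CPM with a prior count of 2. Over all tested genes, the mean profile of unstimulated HG3 lay 1.50 times as far from MEC2, and 1.51 times as far from PCL12, as MEC2 lay from PCL12. Taken from single libraries with the same replicate number, the ratio of the distance from HG3 to MEC2 was 1.14, 1.40 and 1.57 for replicates 1, 2 and 3, and that of the distance from HG3 to PCL12 was 1.25, 1.42 and 1.50. Replicates 2 and 3 are those in which the PCL12 libraries held MEC2 transcripts. After CpG, both ratios of the mean profiles were 1.49. By replicate number they were then 1.07, 1.47 and 1.44 for HG3 to MEC2 and 1.16, 1.40 and 1.37 for HG3 to PCL12. Between single unstimulated libraries, the mean distance was 314 from HG3 to MEC2 and 315 from HG3 to PCL12, against 233 from MEC2 to PCL12 and 207 between replicates of one group. Over the 50 genes of Fig. 1A, which the study chose from these libraries, the ratios of the unstimulated mean profiles were 2.54 and 2.58. Average linkage clustering into a pair of clusters set the 6 HG3 libraries apart from all others, over all tested genes and over the Fig. 1A genes. With 3 clusters, each cell line formed its own cluster only when the 1000 genes with the largest variance were used, and this setting also moved the ratios of the unstimulated profiles most, both to 1.98. Stimulation moved the libraries little: over all tested genes, CpG-stimulated and unstimulated libraries lay on average 212 apart in HG3, 194 in MEC2 and 188 in PCL12, close to the distance between replicates. Over the Fig. 1A genes, the same distances were 15.1, 9.67 and 10.8, against 6.55 between replicates. Of these genes, 30 met the DEG definition in at least 1 cell line here, 21 in HG3, 5 in MEC2 and 8 in PCL12.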

**Fig. 1:**
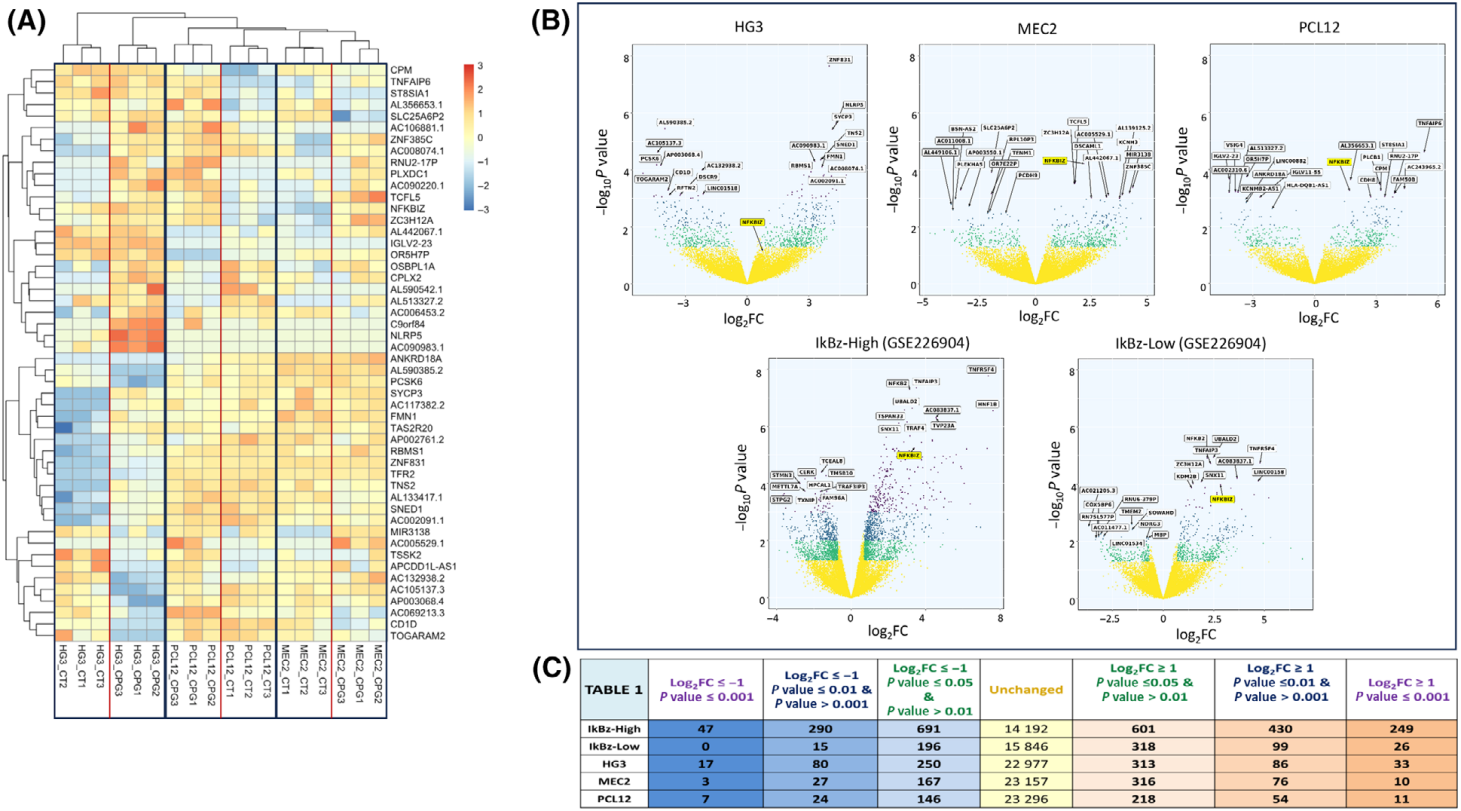
Heat map and Volcano plot of transcriptome analysis of the cell lines. (A) Heat map showing the clustered expression values of 50 DEGs between CpG‐treated and untreated cell lines. (B) Volcano plots of HG3, MEC2, and PCL12 as compared to GSE226904; the *X*‐axis denotes the values of Log_2_FC and the *Y*‐axis the values of Log_10_ *P* value. Significant genes are defined by |Log_2_FC| ≥ 1 and different *P* values: *P* value between ≤ 0.05 and > 0.01 (green); *P* value between ≤ 0.01 and > 0.001; (blue); *P* value ≤ 0.001 (violet). Unchanged genes are represented in yellow. (A) Table reporting the number of genes analyzed and differentially expressed is reported for each cell line as well as patient's samples as a comparison (Panel C).

All the expressed genes were graphically represented with a Volcano plot that shows global perturbation of the transcriptomes, including up‐ and downregulated genes (Fig. 1B); as a comparison, we reported the same graph with previously analyzed data of primary CLL patients' samples, including IkBz‐high and IkBz‐low cases (GSE226904) [19]. Volcano plots show an overall increased number of DEGs, as genes with nominal *P* value < 0.01 and |Log_2_FC| ≥ 1, in IkBz‐high CpG samples as compared to both IkBz‐low and CLL cell lines. Specifically, as reported in Fig. 1C, HG3 had a total of 432 genes upregulated and 347 genes downregulated; MEC2 and PCL12 had a less reactive profile with 402 and 283 genes upregulated and 197 and 177 genes downregulated, respectively.

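At a nominal P value of at most 0.05 and |Log2FC| ≥ 1, 497 genes were upregulated and 665 downregulated in HG3. The same thresholds gave 374 upregulated and 284 downregulated genes in MEC2, and 412 and 216 in PCL12. With the DEG definition of the methods, a nominal P value under 0.01, 65 genes rose and 93 fell in HG3, 58 rose and 22 fell in MEC2, and 27 rose and 10 fell in PCL12. At a P value of at most 0.001, the numbers were 12 and 13 in HG3, 8 and 1 in MEC2, and 4 and 1 in PCL12. Whatever the fold change, 1189 genes had a P value under 0.05 in HG3, 783 in MEC2 and 665 in PCL12, which are 3.73%, 2.46% and 2.09% of the tested genes. In libraries simulated from the means and depths of the real ones, a cell line without any changed gene gave 594 genes up and 531 down at the wider thresholds, among 29626 genes. Between 68.4% (MEC2) and 73.8% (HG3) of the genes called at these thresholds had a mean under 10 counts in both groups. After Benjamini-Hochberg adjustment over all tested genes, 1 gene passed an adjusted p of 0.05 in HG3 (ZNF831), 1 in MEC2 (NFKBIZ) and 0 in PCL12. ZNF831, on chromosome 20 of GRCh38 from 59123381 to 59259113, had 6, 7 and 11 counts in the CpG-stimulated HG3 libraries and 0 in each unstimulated one, a level at least 2.39-fold higher (edgeR's quasi-likelihood test, adjusted p = 0.0281). Its adjusted p ran from 0.0259 to 0.193 when each HG3 library was left out in turn, with the highest value without CpG replicate 3, and from 0.000478 to 1.00 over the 12 other settings tried. Single libraries moved the counts: the downregulated genes of HG3 numbered 312 without unstimulated replicate 2, the library rich in mitochondrial counts, and 948 without unstimulated replicate 1. The upregulated genes of MEC2 numbered 216 without unstimulated replicate 2 and 554 without CpG replicate 3, and those of PCL12 147 without CpG replicate 1 and 568 without CpG replicate 3. The largest shift came from testing only the 13984 genes with a mean of at least 1 CPM, a setting chosen after seeing the data. It gave 55 genes up and 146 down in HG3, 105 and 46 in MEC2, and 31 and 23 in PCL12. Only the downregulated genes of HG3 moved further with the replicate block added, to 128. With limma-voom, the numbers were 599 and 477 in HG3, 537 and 259 in MEC2, and 696 and 312 in PCL12, so that PCL12 had more genes than MEC2 in both directions. With the replicate number of each cell line as a block, edgeR gave 297 and 287 genes in HG3, 247 and 142 in MEC2, and 156 and 88 in PCL12, and 43, 106 and 15 genes with an adjusted p under 0.05. At the DEG definition, this block gave 233, 177 and 77 genes.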

Top 10 DEGs both upregulated and downregulated in each cell line are indicated with their official gene symbol in each plot above the yellow area; among them, the NFKBIZ gene encoding for IkBz protein emerged in two out of the three cell lines analyzed (MEC2 and PCL12) with a stringent *P* value ≤ 0.001 and |Log_2_FC| ≥ 1. In contrast, NFKBIZ was not significantly upregulated in HG3 (highlighted below the yellow area in the relative plot; Fig. 1B).

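NFKBIZ lies on the plus strand of chromosome 3 of GRCh38, from 101827991 to 101861022. In MEC2, its level was 130.5 ± 38.3 CPM (SD, n = 3) after CpG and 28.5 ± 7.16 CPM (SD, n = 3) in unstimulated cells. The Log2FC was 2.20 (SE 0.33), with an adjusted p of 0.0154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PCL12, the level was 148 ± 44.1 CPM (SD, n = 3) after CpG and 45.3 ± 13.2 CPM (SD, n = 3) without it. There the Log2FC was 1.71 (SE 0.33), with a nominal P value of 1.7e-05 and an adjusted p of 0.541 from the same test. In each of these lines, every CpG-stimulated library stood above every unstimulated one (exact permutation test, two-sided, p = 0.1, the smallest value that 3 against 3 libraries allow). Replicate by replicate, the log2 ratio of CpG-stimulated to unstimulated cells was 1.97, 2.73 and 1.83 in MEC2. In PCL12 it was 2.19 in replicate 1 and 1.53 and 1.38 in replicates 2 and 3, whose libraries held MEC2 transcripts. With each library of the line left out in turn, the Log2FC stayed between 2.03 and 2.42 in MEC2 and between 1.58 and 1.98 in PCL12. The adjusted p then ran from 0.00212 to 0.315 in MEC2, highest without unstimulated replicate 3. In PCL12 it ran from 0.0755, without CpG replicate 3, to 1, a value that several of these fits shared. Over the 12 other settings it ran from 1.39e-19 to 0.999 in MEC2 and from 2.56e-11 to 1.00 in PCL12, in both with the lowest value from edgeR with the replicate block and the highest from limma without weights, a setting chosen after seeing the data. It was under 0.05 in 7 of these settings in MEC2 and in 5 in PCL12, where DESeq2 gave 0.0189 and limma-voom with the block 0.00802. Of the 10 upregulated genes named in each plot of Fig. 1B, 8 met the DEG definition here in HG3, 8 in MEC2 and 5 in PCL12, and of the 10 downregulated ones 6, 3 and 6. Each of the named genes had a fitted change in the direction of its plot.

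**Figure D1:**
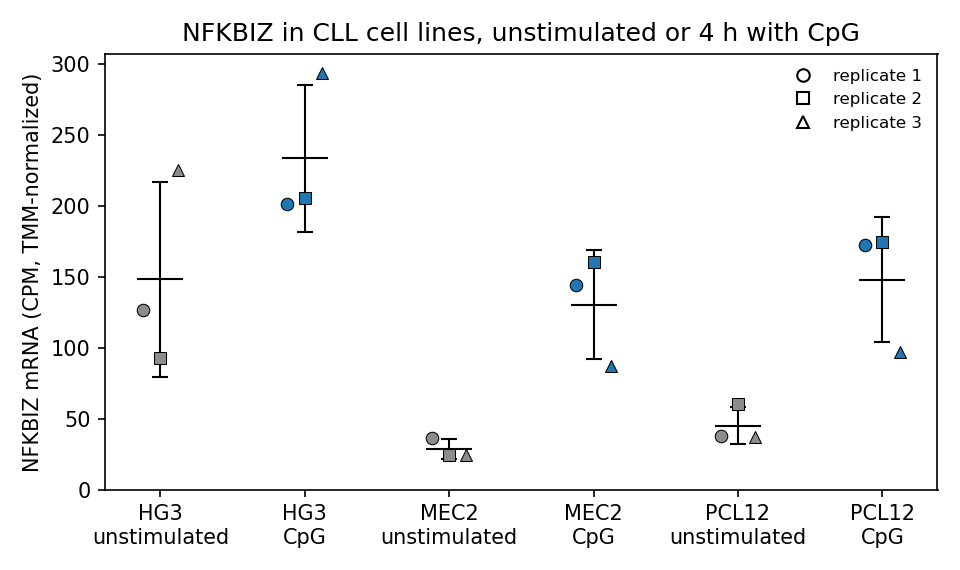
Level of NFKBIZ in CPM (vertical axis from 0) in unstimulated (grey) and CpG-stimulated (blue) libraries of HG3, MEC2 and PCL12. Each point is a library, with circles, squares and triangles for replicates 1, 2 and 3, horizontal bars give the mean and error bars the SD of 3 libraries; in MEC2 the stimulated libraries lie between 87.2 and 160.1 CPM, all above the unstimulated ones.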

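In HG3, NFKBIZ stood at 202, 206 and 293 CPM in the CpG-stimulated libraries and at 126, 93.01 and 225 CPM in the unstimulated ones, which gives 234 ± 51.9 CPM and 148 ± 68.8 CPM (SD, n = 3 in each group). These groups overlapped (exact permutation test, two-sided, p = 0.3). The Log2FC was 0.66 (SE 0.32), with a nominal P value of 0.0490 and an adjusted p of 1 from edgeR's quasi-likelihood test. Each replicate was higher after CpG, with log2 ratios of 0.67, 1.14 and 0.38 in replicates 1, 2 and 3. The value depended on single libraries: without unstimulated replicate 3 the Log2FC was 1.09, with a nominal P value of 0.00285, which meets the DEG definition, and without unstimulated replicate 2 it was 0.43. With the replicate block the nominal P value was 0.000367 in edgeR (Log2FC 0.73) and 0.00130 in limma-voom. Over the 12 other settings the adjusted p ran from 0.139, with edgeR and the block, to 1, and no setting gave a |Log2FC| of 1, the highest value being 0.75. The unstimulated level in HG3 was above that of the other lines, with a log2 difference of -2.38 for MEC2 against HG3 (adjusted p = 1.38e-05) and -1.71 for PCL12 against HG3 (adjusted p = 0.000614), both from the same edgeR test. From the sequencing, the paper reasons from calls within each cell line: NFKBIZ passed its thresholds in MEC2 and PCL12 and did not in HG3. Beyond the sequencing, its real-time PCR found low or no induction of this gene in HG3, and its Western blots found no induction of the protein there.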

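Here too, 0 genes met the DEG definition in the same direction in all 3 cell lines; within the lines, 1189, 783 and 665 genes had an unadjusted P value under 0.05 in HG3, MEC2 and PCL12. HG3 and MEC2 shared 2 DEGs, ZNF385C, which rose, and RGL3, which fell. HG3 and PCL12 shared 1, PLXDC1, and MEC2 and PCL12 shared 3, NFKBIZ, ZC3H12A and SLC12A4, all upregulated. RGL3 and SLC12A4 are named only because their values were seen in these overlaps. Random draws of as many genes with similar mean expression shared 0.348 genes on average for HG3 and MEC2, 0.223 for HG3 and PCL12, and 0.102 for MEC2 and PCL12. A number as large as the observed one came up with a probability of 0.0453, 0.202 and 4e-04 in these pairs (10000 resamples). The PCL12 libraries of replicates 2 and 3 held MEC2 transcripts, so the last of these pairs is not wholly independent. With edgeR and the replicate block, the pairs shared 6, 2 and 13 genes, the largest shift among the settings tried for the first and the last pair, and again none was common to all 3 lines. For HG3 and PCL12 the largest number, 3, came from limma-voom and from limma without weights, the latter chosen after seeing the data.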

Intersection of the list of DEGs showed no common genes shared by all the 3 cell lines; however, a limited set of common genes was observed in selected pairs. In detail, both HG3 and MEC2 upregulate ZNF385C and OSBPL1A and downregulate CD1D. 

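ZNF385C lies on the minus strand of chromosome 17 of GRCh38 (42025576 to 42098479), OSBPL1A on the minus strand of chromosome 18 (24162045 to 24397880) and CD1D on the plus strand of chromosome 1 (158178030 to 158186427). All 3 had few reads in these libraries. ZNF385C rose from 0.0629 ± 0.0567 to 0.732 ± 0.237 CPM in HG3 and from 0.0478 ± 0.0827 to 0.902 ± 0.764 CPM in MEC2 (SD, n = 3 in each group). The Log2FC was 3.34 (SE 1.19, nominal P value 0.00934) in HG3 and 4.08 (SE 1.24, nominal P value 0.00290) in MEC2, both with an adjusted p of 1 from edgeR's quasi-likelihood test. In HG3 the P value was above 0.01 in 5 of the 6 fits that left out 1 library, reaching 0.0256 without unstimulated replicate 2. In MEC2 the Log2FC went from 3.14 without CpG replicate 2 (P value 0.0241) to 7.98 without unstimulated replicate 1. The unstimulated libraries left then had 0 counts, so 7.98 is a fitted value and no bound. OSBPL1A had 22, 12 and 7 counts in CpG-stimulated and 5, 0 and 0 in unstimulated HG3 libraries, with a Log2FC of 3.13 and a nominal P value of 0.0413. Without unstimulated HG3 replicate 1 these values were 6.76 and 0.00560, and without replicate 3 they were 2.58 and 0.1204. The value of 6.76 is fitted over unstimulated libraries with 0 counts and is no bound. In MEC2 its counts were 15, 5 and 6 against 1, 1 and 0. The mean after CpG was 2.93 times the level of 3 counts, which is no bound because unstimulated libraries held reads. The nominal P value of 0.0326 rose to 0.104 without unstimulated replicate 3. CD1D had 0 counts in each CpG-stimulated HG3 library and 9, 4 and 7 in the unstimulated ones, at least 2.23-fold lower after CpG, with a nominal P value of 0.00145. In MEC2 it had 1, 8 and 0 counts after CpG and 34, 19 and 3 without it, with a Log2FC of -2.83 (nominal P value 0.0169). That value was -4.86 without CpG replicate 2 (P value 0.00320) and -2.37 without unstimulated replicate 1 (P value 0.0621). With 1 and 0 counts left after CpG, -4.86 is likewise a fitted value and no bound. OSBPL1A in both lines and CD1D in MEC2 thus had a nominal P value between 0.01 and 0.05, and the adjusted p was 1 in each case. Among the settings, limma-voom gave OSBPL1A a nominal P value of 0.000970 in HG3 and 0.00646 in MEC2, and DESeq2 gave CD1D 0.00684 in MEC2. With the replicate block in edgeR, OSBPL1A had P values of 0.0507 in HG3 and 0.0834 in MEC2, while limma-voom with the block gave 0.00200 and 0.00918 and, for CD1D in MEC2, 0.00669.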

The HG3 and PCL12 cell lines co‐upregulate AC106881.1, PLXDC1, and AC090220.1. 

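PLXDC1 (chromosome 17 of GRCh38, minus strand, 39063313 to 39154394) had 0 counts in every unstimulated library of both lines. After CpG it had 4, 10 and 11 counts in HG3 and 27, 1 and 13 in PCL12, at least 2.52-fold and at least 2.78-fold higher. The nominal P value was 0.00823 in HG3 and 0.00763 in PCL12, and the adjusted p 1 in both (edgeR's quasi-likelihood test). In each line, 5 of the 6 fits that left out 1 library brought the P value above 0.01, up to 0.0272 in HG3 and 0.0273 in PCL12, and with the replicate block it was 0.0373 and 0.0413. For AC106881.1, the counts in HG3 were 21, 7 and 2 after CpG and 0 in each unstimulated library, at least 2.75-fold higher (nominal P value 0.0105). In PCL12 they were 10, 11 and 4 against 3, 0 and 0 (nominal P value 0.151, or 0.0293 without unstimulated replicate 1). The mean after CpG was 2.65 times the level of 3 counts, which is no bound because an unstimulated library held reads. AC090220.1 had 7, 13 and 2 counts against 0 in HG3, at least 2.13-fold higher, with a nominal P value of 0.0117. In PCL12 it had 14, 4 and 4 against 0, 1 and 0, 1.74 times that level and again no bound, with a nominal P value of 0.0854. Without the CpG library with most reads these ratios fell to 1.38 (HG3, replicate 1) and 1.35 (PCL12, replicate 2) for AC106881.1 and to 1.23 (HG3, replicate 2) for AC090220.1. With the block in limma-voom, the P value was 0.00153 for AC106881.1 in HG3 and 0.00172 and 0.00742 for AC090220.1 in HG3 and PCL12. The adjusted p of both genes from edgeR without the block was 1 in both lines. The annotation used here, GENCODE release 44, does not list these identifiers under the same symbol, so no position is given. Each CpG-stimulated library stood above each unstimulated one for these 3 genes in both lines, with p = 0.1 in exact permutation tests. In PCL12, the values of replicates 2 and 3 include MEC2 transcripts; in the MEC2 libraries the counts of AC106881.1 were at most 1.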

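ZC3H12A (chromosome 1 of GRCh38, plus strand, 37474580 to 37484377) encodes an endoribonuclease. After CpG its level went from 48.7 ± 13.2 to 172 ± 70.7 CPM in MEC2 and from 46.4 ± 13.3 to 125 ± 23.9 CPM in PCL12 (SD, n = 3 in each group). In MEC2 the Log2FC was 1.82 (SE 0.31, adjusted p = 0.0587 from edgeR's quasi-likelihood test), and it stayed between 1.63 and 2.13 with each library left out in turn. The adjusted p then ran from 0.00212 to 0.642, highest without CpG replicate 2, and over the 12 other settings from 1.87e-12, with the replicate block, to 0.999. In PCL12 the Log2FC was 1.43 (SE 0.31, nominal P value 8.61e-05, adjusted p = 1 in edgeR), with a range of 1.25 to 1.68 when 1 library was left out and adjusted p values from 6.11e-08, with the block, to 1 over the settings. AL139011.1, which GENCODE release 44 does not list, stood at 0.996 ± 0.495 against 0.351 ± 0.0311 CPM in MEC2 and at 0.815 ± 0.162 against 0.363 ± 0.134 CPM in PCL12 (SD, n = 3 in each group). Its Log2FC was 1.50 in MEC2 (SE 0.78, nominal P value 0.0641) and 1.16 in PCL12 (SE 0.77, nominal P value 0.144), with an adjusted p of 1 in both lines. For ZC3H12A and AL139011.1, every CpG-stimulated library lay above every unstimulated one in both lines. In PCL12 these groups include replicates 2 and 3, which held MEC2 transcripts; in replicate 1, which held few, the log2 ratio was 1.66 for ZC3H12A and 0.42 for AL139011.1.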

MEC2 and PCL12 share the upregulation of ZC3H12A, AL139011.1, and NFKBIZ. Among all the upregulated noncoding and protein‐coding genes, NFKBIZ was the only one to be previously described as induced by different TLRs, including TLR9 [13, 22]. To note, ZC3H12A (MCPIP1) is an endoribonuclease that acts as feedback inhibitor of IL17 signaling by favoring the degradation of different inflammatory mRNAs, including NFKBIZ in T‐cells [23]. These data suggest that ZC3H12A may be involved in a feedback loop of TLR9 signaling; however, in our cellular models, we could detect the transcripts of both NFKBIZ and its ‘negative regulator’ ZC3H12A at the same time.

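Transcripts of both genes were counted in all 18 libraries, NFKBIZ with 592 to 12075 counts and ZC3H12A with 1189 to 9599 counts. In HG3, ZC3H12A stood at 127 ± 19.0 CPM after CpG and 82.8 ± 21.8 CPM without it (SD, n = 3 in each group), with no overlap between the groups (exact permutation test, two-sided, p = 0.1). The Log2FC in HG3 was 0.61 (SE 0.30), with a nominal P value of 0.0538 (0.00195 with the replicate block) and an adjusted p of 1. Its replicates gave log2 ratios of 0.92, 0.49 and 0.49, and the fits without 1 library gave values from 0.45 to 0.82. In the unstimulated MEC2 and PCL12 libraries, which were not exposed to CpG, each of the genes was already present at 24.2 CPM or more. The data hold 1 time point, so the order of the changes was not measured.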

Overall, from this gene expression analysis it is difficult to identify the cell line most similar to the patients' samples in terms of TLR9 stimulation as quite few genes are shared. 

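Whether NFKBIZ responded differently between the lines was tested as the difference of their Log2FC in the same edgeR fit. The response was higher in MEC2 than in HG3 by 1.54 (SE 0.45, nominal P value 0.00208) and higher in PCL12 than in HG3 by 1.05 (SE 0.45, nominal P value 0.0266). Between MEC2 and PCL12 the difference was 0.49 (SE 0.45, nominal P value 0.289). With Benjamini-Hochberg adjustment over all tested genes, the adjusted p was 1.00 in each of these edgeR comparisons. Adjusted over the list alone of 10 genes that the paper names, it was 0.0208, 0.0887 and 0.482, which is not independent evidence because the study chose the list on these samples. Leaving out 1 library in turn moved the difference between MEC2 and HG3 from 1.11, without unstimulated HG3 replicate 3, to 1.76, and in 7 of the 12 fits its p adjusted over the list was no longer under 0.05. For PCL12 and HG3 the range was 0.62, without the same library, to 1.32. With the replicate block in edgeR the difference between MEC2 and HG3 was 1.44 and passed the adjustment over all genes (adjusted p = 0.00193), the lowest of 10 settings, which reached up to 1. ZC3H12A differed between MEC2 and HG3 by 1.21 (SE 0.43, adjusted p over the list alone = 0.0459 in edgeR), with values from 1.00 to 1.51 over the fits that left out 1 library, 8 of which lost the list-adjusted call, as did limma-voom (adjusted p over the list alone = 0.0530). Between PCL12 and HG3 it differed by 0.82 (SE 0.43, nominal P value 0.0671). For ZC3H12A between MEC2 and HG3, the block gave an adjusted p over the list alone of 0.000629 in edgeR and 0.00151 in limma-voom. With the block, the differences between PCL12 and HG3 passed an adjusted p of 0.05 over the list alone in edgeR, with values of 0.96 for NFKBIZ and 0.81 for ZC3H12A, and in limma-voom, with 1.04 and 0.82.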

Even if the HG3 cell line showed a higher number of DEG, it failed to upregulate NFKBIZ that is the only bona fide TLR‐response gene of the list [22].

### CpG‐induced IkBz expression in the cell lines

In order to validate NFKBIZ expression and regulation in the CLL cell lines, we performed real‐time PCR analysis at different time points after CpG stimulation (4 and 24 h). First, we confirmed that low/no induction of NFKBIZ was detected in HG3 cells. A statistically significant induction was observed in MEC2 and PCL12 cells treated with CpG for 4 h (Fig. 2A). We added to this analysis also MEC1 cell line that was isolated from the same patient of the MEC2 and shares several similar characteristics [17]. MEC1 cells were also responsive in terms of NFKBIZ mRNA induction similar to the sister MEC2.

**Fig. 2:**
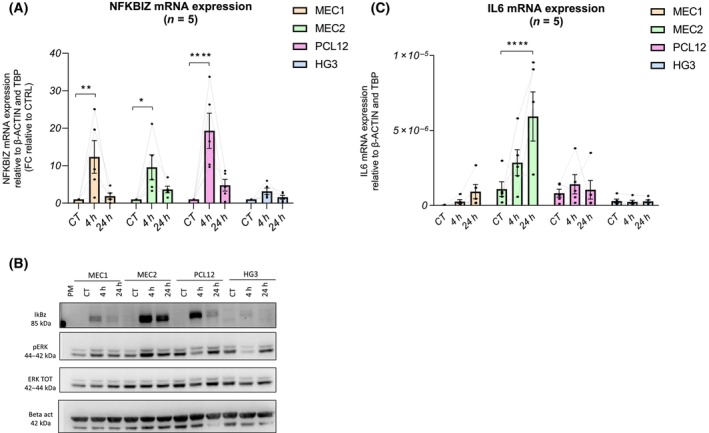
NFKBIZ mRNA and IkBz protein expression in cell lines. MEC1, MEC2, PCL12, and HG3 cell lines were treated with CpG for 4 and 24 h and a real‐time PCR analysis was performed for NFKBIZ (A) and IL6 (C) expression. Data are reported as relative mRNA expression calculated with $2^{-\Delta \Delta C_{t}}$ and $2^{-\Delta C_{t}}$ methods, respectively, with β‐Actin and TBP as endogenous reference genes. All the data in Panels A and C are reported as relative expression levels (mean ± SD). Two‐way ANOVA was performed followed by Dunnett's multiple comparisons test for each cell line compared with their respective controls; *P value < 0.05; **P value < 0.01; ****P value < 0.0001. (B) One representative experiment out of four is reported where the cell lines were stimulated with CpG at different time points (4 and 24 h) and IkBz protein expression was assessed by western blot analysis. β‐actin was used as loading control. Phospho‐ERK (pERK) and total ERK were analyzed in the same samples as indicated.

Previous data of primary CLL patients' samples (both IkBz‐high and IkBz‐low) reported a similar pattern of NFKBIZ mRNA induction at early time points that decreased after 24 h [13]. However, at protein levels, only the IkBz‐high samples maintained IkBz induction after 24 h of TLR9 stimulation. Therefore, we performed western blot analysis to investigate whether and which cells maintained the capacity to induce stable IkBz protein. As shown in Fig. 2B, IkBz protein is not detectable in unstimulated cells while it is induced after CpG addition to the cell culture. In detail, MEC2, and to a lesser extent PCL12, expressed IkBz already at 4 h, and it was stable up to 24 h (Fig. 2B shows one representative experiment out of four). MEC1 cells produced low levels of IkBz at 4 h, but the protein was almost undetectable at 24 h. In contrast, HG3 cells did not show any IkBz protein induction (Fig. 2B).

Next, we analyzed ERK activation as it was previously shown to be constitutively activated in MEC1 and PCL12 cells as well as in a group of CLL patients' cells rendering these cells anergic toward BcR stimulation [24]. ERK was constitutively phosphorylated in all the cell lines analyzed. When MEC2 cells were stimulated with CpG, induction of phospho‐ERK was detected at early time points in three out of four independent experiments (Fig. 2B and data not shown). MEC1 cells were only partially responsive in terms of ERK phosphorylation. On the contrary, ERK phosphorylation was reduced in PCL12 and HG3 cells after 4 h of TLR9 stimulation in all the four replicates returning to basal levels after 24 h (Fig. 2B and data not shown).

Overall, these data suggest that basal levels of ERK phosphorylation do not impede TLR9 signaling in MEC2 and to a lesser extent MEC1; surprisingly, in HG3 and PCL12 TLR9 stimulation was effective but opposite and resulted in decreased levels of ERK phosphorylation.

IkBz is an atypical co‐transcription factor that controls inflammatory genes that are induced during the so‐called secondary inflammatory response, including the pro‐inflammatory cytokine interleukin‐6 (IL6). Indeed, in CLL cells it can be induced by CpG after IkBz upregulation [25].

Transcriptomic analysis confirmed the significant induction of IL6 mRNA in MEC2 and PCL12 but not in HG3 cells (Log_2_FC = 2.31 with *P* value = 0.02 for MEC2; Log_2_FC = 3.05 with *P* value = 0.004 for PCL12).

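IL6 (chromosome 7 of GRCh38, plus strand, 22725884 to 22732002) was near the limit of detection. In MEC2 it had 4, 6 and 0 counts after CpG and 0 in each unstimulated library. In PCL12 it had 22, 1 and 3 counts after CpG and again 0 in each unstimulated library, and in HG3 it had 22, 5 and 7 counts after CpG and 11, 0 and 4 without it. The level after CpG was 0.0887 ± 0.0782 CPM in MEC2, 0.145 ± 0.148 CPM in PCL12 and 0.316 ± 0.228 CPM in HG3 (SD, n = 3 in each line). Against the level that a count of 0 allows, PCL12 was at least 1.59-fold higher after CpG, and in MEC2 a rise was not detectable at this depth, the mean being 0.905 of that level. These ratios rest on single libraries: without CpG replicate 1 the mean of PCL12 was 0.657 of that level, so that no rise is detectable from the other libraries, and without CpG replicate 3 the mean of MEC2 was 1.36 times it. From edgeR's quasi-likelihood test, the nominal P value was 0.0316 in MEC2, 0.0157 in PCL12 and 0.407 in HG3, and the adjusted p was 1 in each line. The fitted Log2FC of 4.74 (SE 2.06) in MEC2 and 5.41 (SE 2.07) in PCL12 depends on the prior count and is no bound, and that of HG3 was 1.37 (SE 1.63). Exact permutation tests on the CPM (two-sided) gave p = 0.4 in MEC2, 0.1 in PCL12 and 0.3 in HG3. The nominal P value rose to 0.0742 in MEC2 without unstimulated replicate 1 and to 0.0594 in PCL12 without CpG replicate 1, the library with most IL6 counts. Among the settings, edgeR with the replicate block gave the highest P values, 0.133 in MEC2 and 0.0701 in PCL12. Limma-voom gave 0.0280 in MEC2 and 0.00298 in PCL12, and limma-voom with the block gave 0.0283 and 0.00336. The difference in response from HG3 had a nominal P value of 0.137 for MEC2 and 0.0873 for PCL12.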

To monitor IL6 mRNA levels over time, we performed real‐time PCR analysis in MEC1, MEC2, PCL12, and HG3 cells before and after CpG stimulation. To note, PCL12 and MEC2 expressed higher basal levels of IL6 mRNA as compared to the others; however, MEC2 only responded to CpG with highly variable levels of IL6 mRNA induction at 24 h (Fig. 2C).

This biochemical analysis suggested that MEC2 and PCL12 but not HG3 may resemble primary CLL samples, in particular the IkBz‐high subgroup.

### MEC2 cells resemble primary IkBz‐high CLL samples

To understand whether and which cell lines better represent primary patients' samples at global level, in terms of TLR9 signaling, we compared the transcriptome profiles of HG3, MEC2, and PCL12 with the ones of patients' leukemic cells (GSE226904). To overcome the limitation of the small size of the lists of DEGs to compare, we exploited GSEA (Gene Set Enrichment Analysis) [26, 27] to extrapolate distinct gene sets from our patients' data and perform a comparative analysis that could embrace overall concordance of response to TLR9 stimulation beside the amplitude of each single FC. We extracted from our patients' gene expression profiles (GSE226904) four different gene sets listing the upregulated and downregulated genes in both IkBz‐high and IkBz‐low samples. Next, we compared the cell line profiles of control and stimulated samples. This examination resulted in more significant values of similarity for MEC2 as assessed by high Normalized Enrichment Score (NES) and low false discovery rate (FDR); when compared to IkBz‐high upregulated genes, MEC2 showed a NES = 2 and FDR = 0.05 while HG3 was the less represented (Fig. 3A).

**Fig. 3:**
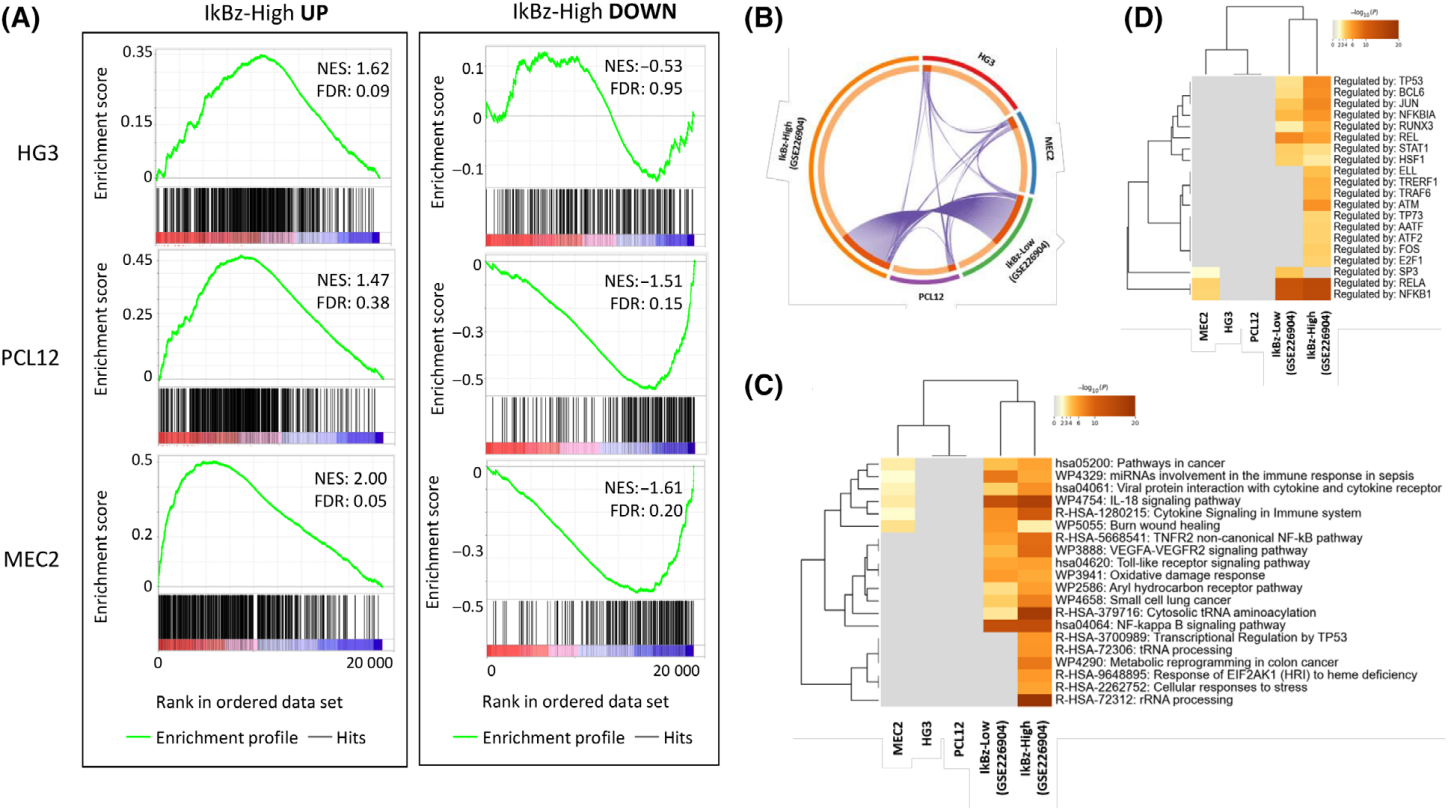
Gene Set Enrichment Analysis (GSEA) and Metascape analysis of DEGs. (A) We created specific gene sets from lists of DEGs in IkBz‐high samples (GSE226904), and we used them to perform enrichment analysis of the cell line transcriptomes. Enrichment plots for each cell line against upregulated (UP) or downregulated (DOWN) gene sets are reported as indicated. In each panel, the green curve represents the running enrichment score and the black bars indicate the positions of the gene set hits on the rank‐ordered list in GSEA. The highest signal‐to‐noise values are indicated with red color, while blue indicates the lowest ones. Significant gene sets are defined by |NES| ≥ 1.5 and FDR ≤ 0.25 shown inside the plot. For paired contrast ‘CpG‐stimulated vs ctrl’, we calculated the DEGs as genes with |Log_2_FC| ≥ 1 and nominal *P* value ≤ 0.05, and with those lists, we performed enrichment analysis with Metascape. (B) Circos plot showing the DEGs overlapping among the lists of upregulated genes. (C) Heat map showing the top 20 enriched pathways among the lists of DEGs identified in the meta‐analysis. The heat map box is colored by their *P* values, and gray box indicates the lack of enrichment for that term in the corresponding gene list against KEGG, REACTOME, and canonical pathways. (D) Enrichment analysis against transcriptional regulatory network collection of gene set TRRUST was performed, and the heat map shows the enriched terms among the lists of DEGs identified in the meta‐analysis for each cell line and the GSE226904 patients' samples as indicated.

To further enlarge the spectrum of analysis and to capture subtle similarities, we selected genes with a |Log_2_FC| ≥ 1 and a *P* value < 0.05 and we performed a comparative analysis of both cell lines and patients' samples. 

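At a nominal P value of at most 0.05 and |Log2FC| ≥ 1, HG3 and MEC2 shared 13 genes changed in the same direction, HG3 and PCL12 15, and MEC2 and PCL12 19. Random draws of as many genes with similar mean expression shared 18.0, 18.6 and 11.2 genes on average, so the first pair of overlaps lay below the chance level (probability of an overlap as large, 0.912 and 0.832) and that of MEC2 and PCL12 above it (probability 0.0199, 10000 resamples). In the PCL12 libraries of replicates 2 and 3, MEC2 transcripts contributed to the profile. One gene, the small nuclear RNA pseudogene RNU2-17P, was shared by all 3 lines (1 gene against 0.353 by chance, with a probability of 0.296). It is named after its values were seen, and as a copy of a multicopy RNA gene its reads are uncertain. The overlaps depended on the test: limma-voom gave 29, 29 and 37 shared genes, DESeq2 9, 4 and 16, and edgeR with the replicate block 16, 7 and 31. The overlap of all 3 lines held 1 gene with limma-voom, 0 with DESeq2 and 1 with the block, IGHG4 in place of RNU2-17P. Patients' samples were not analysed here.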

The three cell lines shared only a limited number of genes represented by the purple lines in the Circos plot (Fig. 3B). Next, to explore the global perturbations in terms of TLR9‐mediated signaling activation, we performed pathway enrichment analysis with Metascape [28]. Metascape allows to perform enrichment analysis of multiple gene lists at the same time with the advantage of performing a concomitant comparative analysis of all the results. In particular, the investigation of the pathways involved showed that MEC2 cells are the only ones sharing some similarity with both categories of patients' samples, including different inflammatory/cytokine pathways (Fig. 3C). As expected, the two groups of primary leukemic cells share an inflammatory response, but IkBz‐positive samples only show stress‐related and RNA metabolism signatures [19].

In parallel, the enrichment analysis was performed against TRRUST (Transcriptional Regulatory Relationships Unraveled by Sentence‐based Text mining) curated gene sets, including gene lists regulated by specific transcription factors; this examination resulted in MEC2 as the only profile shared with CLL primary samples. Genes regulated by NFKB1 and RELA prototypic inflammatory factors are enriched in MEC2 and CLL (both subgroups) while SP3 emerged in MEC2 and IkBz‐low samples (Fig. 3D).

In conclusion, MEC2 and PCL12 cell lines showed a dampened response to TLR9 stimulation as compared to primary patients' samples. On the contrary, HG3 showed a higher number of DEGs; however, from pathway analysis they appeared very distant from primary leukemic cells. Overall, among the cell lines analyzed, MEC2 cell line best recapitulates the characteristics of primary CLL patient cells in terms of TLR9 signaling and IkBz expression; however, we cannot propose them as a ‘representative cell line’ for all the patient cells. Notwithstanding the lower response of MEC2 in terms of DEGs, advanced enrichment analysis called attention to a similar molecular fingerprint that pointed to this cell line as the most appropriate preclinical model to study TLR stimulation in CLL.

## Conflict of interest

The authors declare no conflict of interest.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/2211‐5463.13726.

## Author contributions

MiM and IS designed the research, performed the experiments and bioinformatic and statistical analysis, and wrote the manuscript; MEM participated in experimental planning and performed experiments and data analysis; MR analyzed the RNA‐sequencing data and supervised the bioinformatic analyses; MaM designed and supervised the research and wrote the manuscript.

## Data Availability

The RNA‐seq data that support the findings of this study are openly available in Gene Expression Omnibus at (https://www.ncbi.nlm.nih.gov/geo/), reference number GSE226904 and GSE233595. The other data that support the findings of this study are available from the corresponding author () upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

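RNA was sequenced from HG3, MEC2 and PCL12 cells, each with 3 samples stimulated with ODN-2006 (2.5 μg·mL−1, 4 h) and 3 unstimulated samples, 18 libraries in all. The values used are the gene counts deposited by the authors, 1 table of 56609 gene symbols by 18 libraries, which per the sample labels holds raw counts without normalization. The authors trimmed the reads and aligned them to the human genome, and the aligner, the counting program, the annotation and the handling of duplicate reads are not stated in the text of the paper or in the labels, the parts that were searched. All columns were assigned to a cell line, treatment and replicate by the sample labels, and no column was left out. Depth is given where the experiment is introduced. Since reads that are PCR copies were counted as separate reads where they were not removed, the number of counts states the precision too favourably.

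Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15. Genes with at least 10 counts summed over the 18 libraries were kept (31872 of 42248 with at least 1 count). The deposited counts were scaled with TMM factors and fitted in edgeR with 1 mean for each of the 6 groups, robust quasi-likelihood dispersions and 12 residual degrees of freedom. Contrasts were CpG-stimulated against unstimulated cells within each line, the differences of these contrasts between lines, and the unstimulated levels between lines. P values were adjusted with the Benjamini-Hochberg method over all tested genes. A DEG was a gene with a nominal P value under 0.01 and |Log2FC| ≥ 1, as in the methods of the paper, and the wider threshold was a P value of at most 0.05. CPM values per group are means with SD of 3 libraries, computed from the deposited counts and the TMM factors, and exact permutation tests used these CPM values. The genes named in the text are, by a rule set before the data were examined, those the paper names in its text from the sequencing, in each line up to 5 genes up and 5 down with the smallest P values past an adjusted p of 0.05 and without overlap between the groups, the 3 with the smallest P values for a difference between lines, and members of the gene lists past that threshold, and any other gene is marked as chosen after its values were seen.

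Gene lists were the 10 genes of the paper's text, the genes of Fig. 1A and Fig. 1B, 40 NF-κB targets, 19 ERK targets, 18 interferon targets, 18 genes of the TLR9 pathway, 4 surface markers, and the genes named as upregulated in the plots of Fig. 1B for patients with high (11) and low (10) IκBζ. Of these, 5 lists were tested in the 3 lines with limma's camera (correlation 0.01), 15 tests in all. Expected overlaps of DEG lists came from 10000 resamples matched on mean expression in 20 bins. Distances used log2 CPM of the deposited counts with a prior count of 2. Positions are those of GENCODE release 44 on GRCh38. For the mixing of lines, genes other than those of immunoglobulins with at least 20 CPM in every MEC2 library and at most 10% of that level in both PCL12 libraries of replicate 1, and the reverse, were followed through the other PCL12 libraries, with CPM from library totals.

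Alternatives set before the data were examined were DESeq2, limma-voom, a block for the replicate number of each line (edgeR and limma-voom), RLE scaling, filterByExpr, no filter, a fit of the 6 libraries of a line alone and each library left out in turn, and for set tests fry, camera with estimated correlation and the block. Chosen after seeing the data were limma without weights on log2 CPM of the deposited counts (genes with more than 5 counts in at least 3 libraries, offset 0.5), the same with |Log2FC| of at least 0.693, a filter at a mean of 1 CPM, with and without the block, library totals in place of TMM factors, and for the differences between lines limma-voom with the block. The methods were tested on simulated data, drawn without replicate pairs, with 200 genes changed by a Log2FC of 2. At an adjusted p under 0.05 and in the right direction, edgeR recovered 143 of them, DESeq2 159 and limma-voom 125. With the block, edgeR recovered 140 and limma-voom 113, and limma without weights recovered 102. Unchanged genes past this threshold in the same line numbered 14, 40 and 28 with edgeR, DESeq2 and limma-voom. They numbered 22 and 14 with the block in edgeR and limma-voom, and 11 with limma without weights. At this threshold, the simulated line in which no gene had been changed gave 3 genes with edgeR, 7 with DESeq2 and 14 with limma-voom. With the block, edgeR gave 13 and limma-voom 6. The mixing step returned 31.2% to 32.1% where 30% had been put in.

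The description of the series states that each replicate held 1 stimulated and 1 unstimulated sample, so the replicate numbers pair the samples within a line. After the group means had been removed, libraries with the same number correlated in HG3 (0.259, 0.212 and 0.480 for replicates 1, 2 and 3) and in PCL12 (0.607, 0.494 and 0.515). In MEC2 the correlations were 0.189, -0.0133 and 0.611, and CpG replicate 1 correlated most with unstimulated replicate 2 (0.449). The values with this pairing as a block are given beside the results they change, for example 43 genes with an adjusted p under 0.05 in HG3 in place of 1. Real-time PCR, Western blots, the patients' samples and the enrichment databases of the paper were not used here. The names of the genes that differed in response between MEC2 and PCL12 with edgeR and the block are not reported here.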

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

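In this part, the tests of carried-over reads for ZNF831, of rising MEC2 transcripts, of exchanged labels of carried-over reads among HG3 transcripts and of NFKBIZ in PCL12 replicate 1 were chosen only after the result they bear on had been seen, and the other tests before.

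The response of NFKBIZ differed between MEC2 and HG3 by 1.54 (log2), a difference between groups that passed an adjusted p of 0.05 over the list of the paper's genes. The scaling of the libraries is argued against as the whole reason, since the difference was 1.42 without TMM factors. A single library is also argued against for the sign, since the lowest difference with 1 library left out was 1.11, without unstimulated HG3 replicate 3, although the adjusted p over the list was then above 0.05. The unstimulated level was higher in HG3 than in MEC2 (log2 difference -2.38, adjusted p = 1.38e-05 in edgeR). With the replicate block the difference was 1.44 in edgeR and passed over all tested genes (adjusted p = 0.00193), a call that does not depend on the list, while limma-voom with the block gave 1.50 with an adjusted p of 0.660 over all genes. Without the block the call rests on the list, which the study chose on these samples. In the paper, real-time PCR gave low or no induction of NFKBIZ in HG3 and Western blots no induction of the protein, assays not used here. From these libraries alone, what stays open is a different response of the lines to CpG and a response of HG3 that starts from a higher level. The replicates of HG3 spread more than the others, with 93.01 to 225 CPM in unstimulated cells, and with 3 libraries in each group these possibilities were not separated. ZC3H12A differed in the same direction, by 1.21, and by 1.08 without TMM factors. Its adjusted p over the list was 0.0459 in edgeR, and 0.0600 without TMM factors, 0.0530 with limma-voom and 0.102 with limma without weights. It was 0.000629 with edgeR and the block, 0.00151 with limma-voom and the block, 0.00954 with no filter and 0.0378 with RLE scaling. The call thus depends on the setting. Leaving out unstimulated HG3 replicate 3 lowered the difference to 1.00. No further explanation was tested for ZC3H12A.

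ZNF831 differed in response between PCL12 and HG3 by -6.50 (log2, a fitted value that depends on the prior count), the only gene past an adjusted p of 0.05 in this comparison (0.0414 in edgeR). The pattern rests on 6, 7 and 11 reads in the CpG-stimulated HG3 libraries and 0 in the unstimulated ones, while MEC2 and PCL12 held it at 6.09 to 16.0 CPM on average in each group. Whether reads were carried over from those libraries was not decided. ZNF831 reached 2.13% of its level there, 13.6 times the median share of the other genes abundant in both lines and at most at 3 counts in unstimulated HG3. Its share lay above that of each of them (highest 0.762%). Only 4 such genes could be compared, all chosen for low counts, and ZNF831 was picked for its pattern. The adjusted p of the difference ran from 0.0353 to 0.191 when 1 library was left out (highest without CpG HG3 replicate 3) and from 0.000242 to 0.662 over 10 other settings. A chance call stays open. Of 60 drawn divisions of the libraries, the real one included, 26 gave as many differences between lines past an adjusted p of 0.05. A simulated cell line without change gave 3 genes past it, but for CpG-stimulated against unstimulated cells and not for a difference between lines. A low expression of ZNF831 that CpG induces in HG3 also stays open and was not tested further.

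The PCL12 libraries of replicates 2 and 3 held transcripts of MEC2, a signal in data that the paper does not analyse. The 36 genes abundant in MEC2 and low in PCL12 replicate 1 had a median share of their MEC2 level of 30.5% and 29.3% in CpG-stimulated replicates 2 and 3 and of 30.9% in each unstimulated one, against 1.43% and 1.25% in replicate 1. The selection used replicate 1, so the low values there are partly built in. Cells or RNA of MEC2 in these samples would raise all such transcripts and lower those of PCL12. Of the 36 genes, 97.2% stood above 5% of their MEC2 level in all 4 libraries, and 31 genes abundant in PCL12 replicate 1 and low in MEC2 stood at a median of 69.1% to 79.0% of their replicate 1 level. The heavy chain gene IGHV4-59, at 162 to 395 CPM in MEC2, had 77.6 and 100.4 CPM in CpG-stimulated PCL12 replicates 2 and 3 and 0.0743 CPM in replicate 1, and IGHV3-30, abundant only in PCL12, went from 949 CPM in replicate 1 to 510.3 and 657 CPM. These immunoglobulin genes were chosen after their values were seen.

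Reads carried over between libraries during sequencing are argued against, because transcripts of HG3 would be carried over too. Among PCL12 replicates 2 and 3, the lowest median share of MEC2 transcripts was 492 times the highest median share of 13 HG3 transcripts (0.0595%). These 13 were selected as low in replicate 1 of MEC2 and PCL12, and replicates 2 and 3 of these lines took no part in the selection. Exchanged labels are argued against by the PCL12 transcripts, whose median stayed at 69.1% or more of the replicate 1 level in each of these libraries. A mixture of MEC2 with PCL12 cells or RNA before sequencing is a candidate explanation, and the data do not tell at which step it arose. The rise of NFKBIZ in PCL12 did not need the mixture, since its log2 ratio was 2.19 in replicate 1, above those of replicates 2 and 3. For other genes, the PCL12 values of replicates 2 and 3 and the overlap of PCL12 with MEC2 include an unknown contribution of MEC2. No biological explanation was tested, as the design gives none.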

How the results depend on the processing

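The tests with limma without weights, with |Log2FC| of at least 0.693, with a mean of at least 1 CPM and with library totals, and for differences between lines limma-voom with the block, were in this part chosen only after the results had been seen. For the counts, overlaps and distances and for NFKBIZ, IL6 and the NF-κB list, settings not listed left a count within 1.5 times its value, a ratio of distances within its SD, and the gene or list on its side of the threshold. Where no reason is given, the cause was not tested.

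Genes with a nominal P value of at most 0.05 and |Log2FC| ≥ 1 in HG3 were 497 up and 665 down. Upregulated genes numbered 298 with DESeq2, 297 with edgeR and the replicate block, 249 with filterByExpr, 55 with a mean of at least 1 CPM and 110 with only the 6 libraries of the line. Downregulated genes numbered 287 with the block, 319 with filterByExpr, 333 with limma without weights, 347 with this and |Log2FC| of at least 0.693, 146 with a mean of at least 1 CPM and 147 with only the 6 libraries. Leaving out 1 library gave 312 (without unstimulated replicate 2) to 948 (without unstimulated replicate 1) downregulated genes.

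In MEC2, with 374 up and 284 down, upregulated genes numbered 247 with the block, 220 with filterByExpr, 105 with a mean of at least 1 CPM and 196 with only the 6 libraries, and 216 (without unstimulated replicate 2) to 554 (without CpG replicate 3) with 1 library left out. Downregulated genes numbered 165 with DESeq2, 142 with the block, 128 with filterByExpr, 175 with limma without weights, 46 with a mean of at least 1 CPM and 112 with only the 6 libraries, and 143 (without unstimulated replicate 2) to 395 (without unstimulated replicate 3) with 1 library left out.

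In PCL12, with 412 up and 216 down, upregulated genes numbered 159 with DESeq2, 696 with limma-voom, 629 with limma-voom and the block, 156 with edgeR and the block, 138 with filterByExpr, 273 with limma without weights, 31 with a mean of at least 1 CPM and 247 with only the 6 libraries. Downregulated genes numbered 110 with DESeq2, 332 with limma-voom and the block, 88 with edgeR and the block, 80 with filterByExpr, 23 with a mean of at least 1 CPM and 126 with only the 6 libraries. With 1 library left out there were 147 (without CpG replicate 1) to 568 (without CpG replicate 3) genes up and 104 (without CpG replicate 1) to 256 (without unstimulated replicate 3) down. Filters at filterByExpr and a mean of 1 CPM test fewer genes, 20733 and 13984, and most genes called at this threshold had few reads.

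With the DEG definition, HG3 had 65 genes up and 93 down, and in sum 251 with DESeq2, 281 with limma-voom, 261 with limma-voom and the block, 365 with no filter, 57 with a mean of at least 1 CPM and 3 with only the 6 libraries, and 114 (without unstimulated replicate 2) to 307 (without unstimulated replicate 3) with 1 library left out. MEC2 had 80, and 139 with DESeq2, 152 with limma-voom, 212 with limma-voom and the block, 177 with edgeR and the block, 224 with no filter, 36 with a mean of at least 1 CPM and 52 with only the 6 libraries, and 48 (without unstimulated replicate 2) to 164 (without CpG replicate 3). PCL12 had 37, and 207 with limma-voom, 198 with limma-voom and the block, 77 with edgeR and the block, 128 with no filter, 95 with limma without weights, 96 with this and |Log2FC| of at least 0.693, 13 with a mean of at least 1 CPM and 24 with only the 6 libraries, and 19 (without CpG replicate 1) to 67 (without CpG replicate 3). A fit of 6 libraries has fewer degrees of freedom. With the block and a mean of at least 1 CPM, the genes with a P value of at most 0.05 numbered 94 up and 128 down in HG3, 109 and 66 in MEC2, and 44 and 36 in PCL12, and those of the DEG definition 98, 80 and 29. Adjusted p values under 0.05 were then 0 in HG3 (410 at an unadjusted p under 0.05), 4 in MEC2 (CXCL8, NFKBIZ, OXTR and ZC3H12A) and 2 in PCL12 (NFKBIZ and ZC3H12A).

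Genes with an adjusted p under 0.05 in HG3 (1) became 0 with DESeq2 (862 at an unadjusted p under 0.05), 0 with limma-voom (1086), 0 with limma-voom and the block (1118), 43 with edgeR and the block, 47 with no filter, 4 with limma without weights (AL590385.2, NLRP5, SYCP3 and ZNF831) and 0 with only the 6 libraries (264 at an unadjusted p under 0.05). Those of MEC2 (1) became 3 with DESeq2 (NFKBIZ, TCFL5 and ZC3H12A), 0 with limma-voom (926), 8 with limma-voom and the block, 106 with edgeR and the block, 0 with filterByExpr (468), 44 with no filter, 0 with limma without weights (616), 0 with a mean of at least 1 CPM (273) and 0 with only the 6 libraries (449). Those of PCL12 (0) became 1 with DESeq2 (NFKBIZ), 3 with limma-voom and the block (NFKBIZ, TNFAIP6 and ZC3H12A), 15 with edgeR and the block and 10 with no filter. With 1 library left out, there were 0 (without CpG replicate 2) to 2 (without unstimulated replicate 2, SLC41A1 and ZNF831) in HG3 and 0 (without CpG replicate 1) to 3 (without CpG replicate 3) in MEC2. Of the genes past the threshold with the block, the 8 of limma-voom in MEC2 were all among the 106 of edgeR, and the PCL12 lists shared 2. AL590385.2, CXCL8, NLRP5, OXTR, SYCP3, TCFL5, TNFAIP6, SLC41A1 and the genes named in the next paragraph were chosen after their values were seen.

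Differences in response with an adjusted p under 0.05 between MEC2 and HG3 (0, with 1308 at an unadjusted p under 0.05) became 45 with edgeR and the block, 1 each with filterByExpr, limma without weights, a mean of at least 1 CPM and library totals only (ZNF831), and 30 with no filter, and 0 (without HG3 CpG replicate 2) to 2 (without unstimulated HG3 replicate 2) with 1 library left out. Between PCL12 and HG3 the 1 gene became 0 with DESeq2 (600 at an unadjusted p under 0.05), 0 with limma-voom (1074), 0 with limma-voom and the block (1051), 22 with edgeR and the block and 11 with no filter, and 0 (without HG3 CpG replicate 2) to 1 with 1 library left out. Between MEC2 and PCL12 (0, with 1028 at an unadjusted p under 0.05) there were 4 with edgeR and the block and 3 with no filter (FN1, KRT17 and LINC00839).

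For NFKBIZ, the Log2FC in MEC2 and PCL12 kept its direction and a nominal P value under 0.01 in all settings and leave-one-out fits. In HG3 it ran from 0.43 (without unstimulated replicate 2) to 1.09 (without unstimulated replicate 3), which crosses the DEG definition. The difference between MEC2 and HG3 was 1.41 with limma without weights, where its adjusted p over the list was above 0.05, and 1.11 (without unstimulated HG3 replicate 3) to 1.76 (without MEC2 CpG replicate 3) with 1 library left out. Between PCL12 and HG3 it was 0.96 with edgeR and the block, 1.04 with limma-voom and the block and 1.06 with no filter, all past the adjusted p over the list, and 0.62 (without unstimulated HG3 replicate 3) to 1.32 (without unstimulated PCL12 replicate 2). The Log2FC of IL6 in PCL12 met the DEG definition with limma-voom (3.15), limma-voom and the block (3.15) and limma without weights (3.05).

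Overlaps at the DEG definition were 2, 1 and 3 for HG3 and MEC2, HG3 and PCL12, and MEC2 and PCL12. They became 6, 2 and 13 with edgeR and the block, and for HG3 and PCL12 3 with limma-voom, 0 with DESeq2 (862 and 318 genes of these lines had an unadjusted p under 0.05), 3 with limma without weights and 3 with this and |Log2FC| of at least 0.693. At a P value of at most 0.05, the 13 genes of HG3 and MEC2 became 29 with limma-voom, 22 with limma without weights and 24 with this and |Log2FC| of at least 0.693. The 15 of HG3 and PCL12 became 29 with limma-voom, 4 with DESeq2, 7 with the block, 23 with limma without weights and 25 with the lower |Log2FC|. The 19 of MEC2 and PCL12 became 37 with limma-voom, 31 with the block and 29 with limma without weights and the lower |Log2FC|. The overlap of all 3 lines, 1 gene, became 0 with DESeq2 and 3 with limma without weights and |Log2FC| of at least 0.693 (RNU2-17P, TCFL5 and TNF, chosen after their values were seen).

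For the NF-κB target list, P values by camera were 0.0157 in HG3, 1.56e-17 in MEC2 and 3.76e-08 in PCL12. With estimated correlation they were 0.543, 0.0475 and 0.180, and with fry 0.498, 0.0605 and 0.162. With the block, fry gave 0.0720 in HG3, while camera gave 0.000803 in HG3, 2.70e-27 in MEC2 and 1.29e-14 in PCL12. The ratios of distances over all tested genes moved with the 1000 genes of largest variance to 1.98 and 1.98 in unstimulated cells and to 2.03 and 2.00 after CpG, for HG3 to MEC2 and HG3 to PCL12 over MEC2 to PCL12. Those of the Fig. 1A genes in unstimulated cells moved with a prior count of 0.5 to 2.28 and 2.35.

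Among the lists, the Log2FC of the paper's genes within lines and the differences between lines of NFKBIZ, IL6 and ZC3H12A, the direction reversed in 4 cases: AL139011.1 in HG3 went to -0.23 without HG3 CpG replicate 3, the difference of IL6 between MEC2 and PCL12 to 0.55 without PCL12 CpG replicate 1, and the ERK target list to P values of 0.926 in HG3 and 0.984 in PCL12 by fry with the block. AC106881.1 in MEC2 went to 0 without unstimulated MEC2 replicate 1, and its sign never turned. Ranges with 1 library left out were -0.23 to 0.50 for AL139011.1, -1.21 to 0.55 for the difference of IL6 and -2.42 to 0 for AC106881.1. Differences between lines of other named genes also changed sign with 1 library left out: between MEC2 and HG3, OSBPL1A (0.36) went to -3.28 and ZNF385C (0.75) to -0.22, between PCL12 and HG3, PLXDC1 (0.03) went to -0.41, and between MEC2 and PCL12, AC090220.1 (-1.88) went to 0.83 and AL139011.1 (0.34) to -0.15. None of these had a nominal P value under 0.05. Of 601 values of named genes, lists other than the NF-κB targets and unstimulated levels, the other settings made 24 stronger and 25 weaker, and the fits with 1 library left out 4 stronger and 26 weaker. The depth limits the genes with few reads, for which a group of 0 counts allows only a lower bound.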

Differences from the paper's values

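The limma fits without weights in this part, with and without the lower fold change, were chosen only after the values had been seen, and the settings called planned were set before.

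The paper counts 347 downregulated genes in HG3, and 665 were found here with edgeR at a P value of at most 0.05 and |Log2FC| ≥ 1, the widest threshold in the legend of Fig. 1. The text of the paper gives its counts after a definition of DEGs at a nominal P value under 0.01, at which 65 genes up and 93 down were found here in HG3, 58 and 22 in MEC2, and 27 and 10 in PCL12, each below the paper's count by more than 1.5 times. The planned settings that bring the number within 1.5 times the paper's are DESeq2 (517), limma-voom (477), limma-voom with the replicate block (495), edgeR with the block (287), filterByExpr (319) and the fits without HG3 CpG replicate 1 (448), CpG replicate 2 (410) and unstimulated replicate 2 (312). RLE scaling (716), no filter (890), only the 6 libraries of the line (147) and the fits without CpG replicate 3 (549), unstimulated replicate 1 (948) and unstimulated replicate 3 (921) do not. At the wider threshold, the other counts of the paper lie within 1.5 times those found here, 432 and 497 genes up in HG3, 402 and 374 up and 197 and 284 down in MEC2, 283 and 412 up and 177 and 216 down in PCL12. With limma without weights and |Log2FC| of at least 0.693, which is the natural logarithm of 2, the numbers were 432 and 347 in HG3, 402 and 197 in MEC2 and 283 and 177 in PCL12, each equal to the paper's number. That the paper's counts were made at this threshold, or on another logarithmic scale than the one its methods name, is a candidate explanation, which the paper's text does not decide. With a threshold of 1 the same fit gave 419 and 333, 363 and 175, and 273 and 166.

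For IL6, the paper gives a P value of 0.02 in MEC2 and 0.004 in PCL12, and the values found here with edgeR were 0.0316 and 0.0157. Of the planned settings, limma-voom (0.0280 and 0.00298) and limma-voom with the block (0.0283 and 0.00336) come within 1.5 times the paper's values, as does the fit without MEC2 CpG replicate 3 for MEC2 (0.0223). DESeq2 (0.0769 and 0.0299), edgeR with the block (0.133 and 0.0701), RLE scaling (0.0314 and 0.0154), no filter (0.0408 and 0.0197) and only the 6 libraries of the line (0.0750 and 0.0395) do not, nor do the other fits that leave out 1 library. The paper's Log2FC of 2.31 and 3.05 have the direction found here, where the fitted values of 4.74 and 5.41 depend on the prior count. Limma without weights gave 2.31 (P value 0.0213) and 3.05 (P value 0.00422).

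The paper names 9 genes shared by pairs of cell lines, and of these ZNF385C, PLXDC1, NFKBIZ and ZC3H12A met the DEG definition here in both lines of their pair. OSBPL1A did not in HG3 (P value 0.0413) and MEC2 (0.0326), CD1D did not in MEC2 (0.0169), AC106881.1 did not in HG3 (0.0105) and PCL12 (0.151), AC090220.1 did not in HG3 (0.0117) and PCL12 (0.0854), and AL139011.1 did not in MEC2 (0.0641) and PCL12 (0.144). Limma-voom brought OSBPL1A and AC090220.1 under 0.01 in both lines (OSBPL1A 0.000970 in HG3) and AC106881.1 in HG3 alone (0.000674), and limma-voom with the block did the same for these and for CD1D (0.00669 in MEC2). DESeq2 did so for CD1D (0.00684 in MEC2). Limma without weights called all 9 genes in both lines of their pair. In the paper's counts, MEC2 has more genes than PCL12 in both directions. Here with edgeR, MEC2 had more downregulated genes (284 against 216) and PCL12 more upregulated ones (412 against 374). PCL12 had more in both directions with limma-voom (696 against 537 up, 312 against 259 down), with limma-voom and the block, and with only the 6 libraries. MEC2 had more in both directions with DESeq2 (306 against 159 up, 165 against 110 down) and edgeR with the block (247 against 156, 142 against 88). The same held with filterByExpr, a mean of at least 1 CPM and limma without weights, and with edgeR at the DEG definition (58 against 27, 22 against 10).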

Other observations

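In this part, the test of TLR9 with at least 95% of the last 500 bases, the tests of few genes past an adjusted p, and the comparison of HG3 with MEC2 with single libraries left out among genes with a mean of at least 1 CPM or in the same fit were chosen only after the result had been seen, and the other tests before.

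Other divisions of the same libraries gave as many genes. The 6 libraries of a line can be divided into 3 and 3 in 10 ways, the real one included. In HG3, all 10 divisions gave as many genes as the real one at a P value of at most 0.05 (the others 1232 to 1942, the real one 1162), and 10 did at the DEG definition (164 to 479, and 65 up with 93 down). In MEC2, 8 of 10 did at each threshold (530 to 1408, and 658; 35 to 375, and 80), and in PCL12 9 of 10 (623 to 998, and 628) and 10 of 10 (37 to 163, and 37). A camera P value of the NF-κB target list as small as the real one came from 4 divisions in HG3, 1 in MEC2, the real one, and 4 in PCL12. Of the 10 divisions, 4 part all 3 replicate pairs as the real one does, and among these 4 the real one had the smallest P value for the NF-κB list in each line. In these 4, as many genes came from 4, 4 and 3 divisions at a P value of at most 0.05 in HG3, MEC2 and PCL12, and from 4 in each line at the DEG definition. The other 3 exchange the treatment within 1 pair, and the remaining 6 place both members of a pair in the same group, so that differences between replicates count as a difference between groups. With 10 divisions, no share under 0.1 can be reached.

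Divisions drawn in all 3 lines at once, 60 of the 1000 possible, the real one included, gave as many genes summed over the lines in 57 draws at a P value of at most 0.05 (2325 to 4523, the real one 2448) and in 58 at the DEG definition (231 to 1056, and 275). As many genes with an adjusted p under 0.05 came from 26 draws (0 to 25, and 2), and as many differences in response between lines also from 26 (0 to 8, and 1). Many of these draws place both members of a pair in the same group. Exchanges of the treatment within pairs, fitted with the block in edgeR, were therefore added after these numbers had been seen, 21 of the 64 possible. As many genes summed over the lines came from 21 of 21 at a P value of at most 0.05 (1247 to 2053, the real one 1217) and from 19 at the DEG definition (464 to 850, and 487). At an adjusted p under 0.05 as many came from 13 (75 to 342, and 164), and as many differences between lines from 17 (50 to 427, and 71). Within a line, 3 of 4 gave as many adjusted genes in HG3 (30 to 129, and 43), 1 in MEC2, the real one (33 to 104, and 106), and 2 in PCL12 (11 to 24, and 15). The real grouping thus gave no more genes in sum than many other groupings of these libraries, with and without the block. At a P value of at most 0.05 with the block, its 1217 genes lay below all others drawn. A simulated cell line without change, drawn without replicate pairs, gave 594 up and 531 down without the block, and 265 and 269 with it. The real lines with the block gave 297 and 287 in HG3, 247 and 142 in MEC2, and 156 and 88 in PCL12.

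Few genes passed an adjusted p of 0.05. Spread of genes with few reads on average over the 18 libraries is argued against as the reason. Among genes with a mean of at least 1 CPM, 1 passed over the 3 lines, ZNF831. In HG3, MEC2 and PCL12, 232, 273 and 101 of these genes had an unadjusted p under 0.05. This filter kept genes with few reads in a single line, such as ZNF831 in HG3, so their part was not tested. Spread between replicate series that the fit does not model is open: with the replicate block and a mean of at least 1 CPM, 6 passed (CXCL8, NFKBIZ, OXTR and ZC3H12A in MEC2, NFKBIZ and ZC3H12A in PCL12, CXCL8 and OXTR being named after their values were seen), against 164 with the block in edgeR and 11 with the block in limma-voom over all tested genes. Exchanges within pairs, with the block in edgeR, gave as many as 164 in 13 of 21 draws, so the numbers do not decide. The same tool gave 13 genes in a simulated line without change. Its libraries were drawn without replicate pairs, so that number does not measure false calls in paired libraries.

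HG3 had more genes at a P value of at most 0.05 than MEC2 and PCL12. Whether genes with few reads are the reason cannot be told apart from other causes: among genes with a mean of at least 1 CPM HG3 had 201 and MEC2 151, a ratio of 1.33, but this ratio ran from 0.649 to 3.24 when each library of these lines was left out. In these genes HG3 had more downregulated genes (146 against 46) and fewer upregulated ones (55 against 105), and fewer with an unadjusted p under 0.05 (232 against 273). The library of unstimulated HG3 replicate 2 alone is a candidate explanation: without it HG3 had 671 genes against 658 in MEC2 with all libraries, a ratio of 1.02, and against 701 in MEC2 in the same fit, a ratio of 0.957. In this library and in CpG-stimulated MEC2 replicate 2, mitochondrial genes took 20.2% and 19.7% of the counts and the 10 most abundant genes 19.3% and 19.0%. A response to CpG is not needed for the higher number, since the other divisions of the HG3 libraries gave 1232 to 1942 genes, above the 1162 of the real one, and with the block 610 to 867, above 584. The NF-κB target list also moved least in HG3 (median Log2FC 0.17, against 0.72 in MEC2 and 0.36 in PCL12). A stronger response of single genes in HG3 stays open.

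By camera, the NF-κB target list rose in HG3 (P value 0.0157, 27 of 40 genes with a positive Log2FC, median 0.17), in MEC2 (1.56e-17, 37 of 40, median 0.72) and in PCL12 (3.76e-08, 38 of 40, median 0.36). Adjusted over the 15 tests, these edgeR and limma values were 0.0294, 2.34e-16 and 1.41e-07. With estimated correlation, only the unadjusted value of MEC2 remained under 0.05 (0.0475), and with fry none (0.0605 in MEC2). Adjusted over the 15 tests, these values of MEC2 were 0.221 and 0.217. Fry with the block gave unadjusted values of 0.000418 in MEC2 and 0.00244 in PCL12, and adjusted ones of 0.00406 and 0.00733. The ERK target list showed no shift (0.504, 0.861 and 0.421). The interferon target list fell in MEC2 (0.00423; 0.445 with fry, 0.347 with estimated correlation and 0.00220 with fry and the block), and not in HG3 (0.278) or PCL12 (0.134). The genes that Fig. 1B names for patients with high IκBζ rose in MEC2 (1.62e-08; 0.0141 with fry) and PCL12 (4.78e-05; 0.0505 with fry), and not in HG3 (0.294). Those for low IκBζ did so too (1.73e-12 with 0.0117 by fry, 8.33e-06 with 0.0723 by fry, and 0.0908 in HG3). The values given for the lists other than the NF-κB targets are unadjusted. Adjusted over the 15 tests, both fry values of MEC2 for the patients' lists were 0.106. With fry and the block, the P values of these lists in PCL12 were 0.00384 and 0.00661, and in MEC2 0.000813 and 0.000731. The NF-κB list shares 4 genes with the first and 5 with the second of these lists, 2 with the ERK list and 0 with the interferon list. In the TLR9 pathway list and among the surface markers, 0 genes passed an adjusted p over the list in any line, and 1 gene of the first had an unadjusted p under 0.05, in MEC2.

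Before stimulation, 3116 genes differed between MEC2 and HG3 at an adjusted p under 0.05, 3008 between PCL12 and HG3, and 654 between MEC2 and PCL12. In unstimulated PCL12, replicates 2 and 3 held MEC2 transcripts, so each comparison with PCL12 includes an unknown contribution of MEC2. The number of 654 may therefore understate how far MEC2 and PCL12 differ. Of the 18 genes of the TLR9 pathway list, these comparisons held 3 (UNC93B1, IRAK1 and IRF5), 3 (UNC93B1, CNPY3 and MAP3K7) and 1 (IRF5). Among the 4 surface markers, CD5 was lower in MEC2 and PCL12 than in HG3 (log2 difference -10.32 and -5.67, adjusted p 4.54e-05 and 0.000614 in edgeR), and so was FCER2, which encodes CD23 (-2.34 and -1.89, adjusted p 4.07e-05 and 0.00044 in edgeR). Unstimulated MEC2 had 1, 0 and 2 counts of CD5, so -10.32 is a fitted value that depends on the prior count and is no bound. Between MEC2 and PCL12, the difference in FCER2 did not pass an adjusted p of 0.05 (-0.45, adjusted p 0.665 in edgeR). It had 485, 497 and 285 CPM in unstimulated MEC2 and 745, 679.6 and 303 in PCL12, of which replicates 2 and 3 held MEC2 transcripts, so that MEC2 was the lower in each replicate number, and the paper describes CD23 as lower in MEC2 than in the other lines. IL6 had 11, 0 and 4 counts in unstimulated HG3 and 0 in each unstimulated MEC2 and PCL12 library, with an adjusted p of 0.145 and 0.138 against HG3 in edgeR. The paper states from real-time PCR, another assay, that the basal level of IL6 was higher in PCL12 and MEC2.

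TLR9 was at or near 0 counts: 0, 0 and 5 after CpG and 2, 0 and 0 without it in HG3, 4, 6 and 0 against 0, 0 and 0 in MEC2, and 10, 0 and 8 against 0, 0 and 2 in PCL12. A candidate explanation is that reads at its end overlap another gene on the same strand and are counted for neither. Of 260 protein-coding genes whose last 500 bases are wholly overlapped in this way, 51.5% had a median of at most 3 counts, against 28.5% of the others, a ratio of 1.81, but TLR9 is not among the 260. With at least 95% of these bases overlapped, which includes TLR9, the share was 46.3% of 352 genes, a ratio of 1.62. The test used the 92.6% of protein-coding genes with a value in the table. A low expression of TLR9 stays open, and the protein was not measured here.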
